A study of Mus musculus with 6 samples. Its data were reported in "NFATc1 induction by an intronic enhancer restricts NKT γδ cell formation" (2023).

How the data were processed

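Gene expression was measured by RNA-seq in 6 libraries of γδ thymocytes from mice, 3 labelled *Nfatc1fl/fl* control and 3 labelled *Rag1Cre-Nfatc1fl/fl*, and groups and replicate numbers were taken from the labels. Per the labels, γδ thymocytes were isolated with a magnetic TCRγ/δ kit, RNA was purified on columns, and barcoded libraries were made from poly(A) RNA with a kit that does not mark strand. The deposited tables hold, for each gene, whole-number read counts (total and unique gene, exon, exon-exon and intron reads), along with the authors' TPM and RPKM values. Per the methods of the study, the authors trimmed single-end reads with cutadapt, aligned them to GRCm38 with STAR, counted them with featureCounts and tested them with DESeq2, and the submitters' processing notes also name build 38. The layout of the deposited count tables is not that of featureCounts, and the program that wrote them is not given in the sources used here. How that program treated reads that fit several genes is not stated either. A read that fits several copies appears in the total but not in the unique count, and 94.1% to 95.4% of the total gene reads were unique. Because strand was not kept, reads of a gene and of an overlapping gene on the other strand cannot be told apart. TPM was recomputed from the deposited exon reads and exon lengths, which matched the deposited TPM, and RPKM was not used here.

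The total gene reads of each table were summed per library, giving 20734771 to 22638531 counts, and a read in 17360 to 17915 genes per library. Of 41195 genes in the tables, 21780 had at least 1 read and 13185 passed edgeR's filterByExpr and were tested. Differences between the genotypes were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, glmQLFit and glmQLFTest, genotype as the only term), with Benjamini-Hochberg adjustment over all tested genes. A gene was called changed at an adjusted p under 0.01 and an absolute log2 fold change over 0.5, the thresholds of the study. The common biological coefficient of variation was 0.154. Standard errors of log2 fold changes came from the same fit, and CPM values are scaled with TMM. The median log2 fold change of all tested genes was -0.0069 with TMM and -0.11 when only library size was used.

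Before the data were examined, the tests, the rule for named genes, 32 gene lists and the alternatives were fixed. The rule named the NFAT genes, the genes the study named for this comparison in its text or marked in its display of it, the 8 highest and 8 lowest log2 fold changes among changed genes with a mean of at least 5 CPM and no overlap between the groups (predicted genes and TCR or immunoglobulin segments left out), up to 4 changed members of each list by adjusted p (in a list with fewer than 2 changed members, also the 2 members with the highest mean CPM), and the TCR V segments. It named 135 genes, of which 124 were tested. Other list members, the constant regions, the genes overlapping named ones and the genes of the closing observations were picked after their values had been seen. Some named genes are not reported here. The 31 lists with at least 3 tested members were tested with camera in limma 3.58.1 on voom values, with a preset correlation of 0.01 and an adjusted p under 0.05 over all lists, and again with an estimated correlation and with fry. Lists overlap: *Bst2* stands in the dendritic cell and the interferon list, and the NKT list shares members with many others. Members passing were counted over all tested genes and adjusted over the list alone. Shares of TCR V segments were compared with two-sided exact permutation tests, whose smallest possible p with 3 against 3 libraries is 0.1. The interval of a ratio of reads is an exact 95% interval and covers counting error only.

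The edgeR step was tested on simulated counts with the means and library sizes of the real libraries. Over 12961 tested genes it called 6.12% of 49 genes changed 1.5-fold, 65.3% of 49 changed 2-fold, 93.8% of 48 changed 4-fold and 95.8% of 48 changed 8-fold, and 0.0157% of unchanged genes. In the list test a raised list had a p of 1.87e-45 and 3 of 100 unchanged lists a p under 0.05. Alternatives were other scalings (RLE and upper-quartile factors), no filter, DESeq2 1.42.0, limma-voom, each library left out, the replicate number as a block, unique reads, TPM with a pseudocount of 1 or 0.1, TCR and immunoglobulin genes left out, and other thresholds. After the data had been seen, total exon reads, lists without the genes the study named and a fit with the trend of log counts with exon length removed in each library were added. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.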

Results

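RNA sequencing (RNA-seq) was used to compare γδ thymocytes, developing T cells of the thymus that carry a γδ T cell receptor (TCR), from *Rag1Cre-Nfatc1fl/fl* mice and from *Nfatc1fl/fl* control mice. In *Rag1Cre-Nfatc1fl/fl* mice the Cre recombinase is made from the *Rag1* locus in early thymocytes and cuts out exon 3 of *Nfatc1*, the gene of the transcription factor NFATc1. The comparison addressed whether loss of NFATc1 at this stage alters the differentiation of γδ thymocytes. Each genotype had 3 libraries of poly(A) RNA from cells enriched with a magnetic TCRγ/δ kit. The control replicates 1, 2 and 3 held 22638531, 21806501 and 21677186 counted reads. The *Rag1Cre-Nfatc1fl/fl* replicates 1, 2 and 3 held 21746622, 22383691 and 20734771. The labels do not say that the libraries came from separate animals, so p-values measure only the spread between these samples, which may be technical. No pair of replicates was alike within sampling noise: the chi-square per degree of freedom lay between 7.9 and 71, and the highest values, 71 and 63.7, were those of *Rag1Cre-Nfatc1fl/fl* replicate 3 against replicates 1 and 2. The first principal component held 64.8% of the variance and parted the genotypes, and the second held 16% and set *Rag1Cre-Nfatc1fl/fl* replicate 3 apart. Ribosomal protein genes took 14.4% ± 2.7 of the reads in the *Rag1Cre-Nfatc1fl/fl* libraries (17.4% in replicate 3) and 9.98% ± 0.49 in the controls, and mitochondrial genes 6.13% ± 0.34 and 8.63% ± 1.7 (SD, n = 3, two-sided exact permutation p = 0.1 for each, the smallest that 3 against 3 libraries allow).

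*Nfatc1* reads were more frequent, not less, in the libraries labelled *Rag1Cre-Nfatc1fl/fl*. *Nfatc1* (ENSMUSG00000033016, GRCm38 chromosome 18, 80606205 to 80713071, minus strand) stood at 371 ± 63.8 CPM, counts scaled to a common library size, in these libraries and at 204 ± 5.76 in the controls (SD, n = 3). That is a log2 fold change of 0.87 (SE 0.128, adjusted p = 0.0028, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 control libraries held 4581, 4736 and 4612 *Nfatc1* reads and the other 3 held 7987, 9603 and 5872, and 100% of them were unique to the gene. The deletion removes exon 3 alone and the counts cover the whole gene, so they check neither the deletion nor the labels, and wherever a direction is given the libraries are those labelled *Rag1Cre-Nfatc1fl/fl*. By RT-PCR the study found less *Nfatc1* RNA in other thymocyte subsets of such mice and described a defect of the gene's expression in isolated γδ thymocytes, the cell type sequenced here, too, and the primer pairs it lists for the gene reach into the deleted exon, which whole-gene counts do not measure on its own. Of 4 tested NFAT family members, *Nfatc1* was higher and 3 did not pass, also when adjusted over the list alone, and limma's camera gave an adjusted p of 0.851 for the list. *Nfatc2* had a log2 fold change of 0.48 (adjusted p = 0.0245 in the same edgeR test), *Nfatc3* one of -0.26 (edgeR adjusted p = 0.108) and *Nfat5* one of -0.47 (edgeR adjusted p = 0.0569). *Nfatc4* had too few reads to be tested. In edgeR 2 members were higher without *Rag1Cre-Nfatc1fl/fl* replicate 3, 2 with the length trend removed and 0 without any 1 of the controls. Without any single library the log2 fold change of *Nfatc1* lay between 0.73 and 0.99, and leaving out any of the controls ended its call (highest adjusted p = 0.0209, edgeR).

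The genotypes differed at 1316 of 13185 tested genes, with 853 higher and 463 lower in the libraries labelled *Rag1Cre-Nfatc1fl/fl* (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.01 and absolute log2 fold change over 0.5, the thresholds of the study). Among the higher genes 558 rose by 2-fold or more and 124 by 10-fold or more, while 156 of the lower genes fell 2-fold or more. The highest log2 fold changes among changed genes with a mean of at least 5 CPM were those of *Fabp7* (7.53, SE 0.392), a fatty acid binding protein, *Flrt2* (6.20), *Smpdl3b* (5.80), *Hdc* (5.68, SE 0.192), the histidine decarboxylase that makes histamine, *Gpnmb* (5.49), *Adh1* (5.27), an alcohol dehydrogenase, and *Kirrel3* (5.22), together with *Slc1a6*, a glutamate transporter. *Slc1a6* had 1 read over the control libraries and 767 over the others, a ratio of 837 with a 95% interval from 150 to 33100 that covers counting error only. *Hdc* (ENSMUSG00000027360, chromosome 2, 126593667 to 126619299) reached 75.3 ± 4.85 CPM from 1.46 ± 0.458, and *Gpnmb* (chromosome 6, 49036546 to 49070929) 96.4 ± 22.7 from 2.14 ± 0.57 (SD, n = 3). The lowest, by the same rule, were *Tnfsf8* (-1.87, SE 0.205), the CD30 ligand, *Ankrd6* (-1.85), *Gcnt4* (-1.78), *Klra1* (-1.75), an NK cell receptor, *Tspan2* (-1.60), *Cd93* (-1.48), *Vangl2* (-1.48) and *Ston2* (-1.45). These 16 genes had adjusted p values between 1.02e-05 and 0.0092 in the edgeR test. Among changed genes 82% were higher in the shortest of 4 classes of transcript length and 51.3% in the longest. Leaving out control replicate 1, 2 or 3 brought the count to 488, 541 or 488, with 79.5%, 77.4% or 77.9% higher in place of 64.8%, and leaving out *Rag1Cre-Nfatc1fl/fl* replicate 2 brought it to 629. Of the lowest genes, *Ankrd6*, *Tspan2*, *Cd93* and *Ston2* lost their calls without at least 1 library (edgeR adjusted p up to 0.0118, 0.0125, 0.0212 and 0.044).

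**Figure D1:**
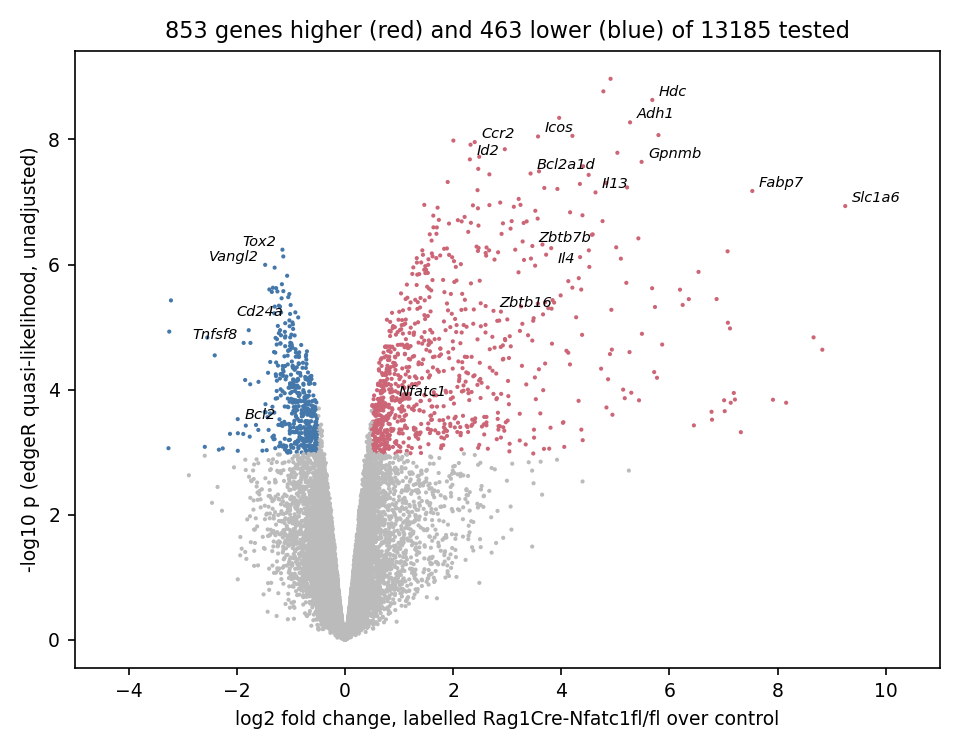
Log2 fold change (x axis, libraries labelled *Rag1Cre-Nfatc1fl/fl* over control) against -log10 of the unadjusted edgeR p (y axis) for 13185 tested genes, 1 point per gene. The 853 higher genes are red and reach larger changes than the 463 lower genes, which are blue, and genes that did not pass are grey.

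Of the genes the study named for this comparison, those of the NKT γδ phenotype rose and the marker of immature γδ thymocytes fell. *Zbtb16* (chromosome 9, 48654297 to 48836222), which encodes PLZF, a transcription factor that NKT cells need, went from 19.2 ± 5.35 to 129 ± 34.8 CPM (SD, n = 3), a log2 fold change of 2.75. *Il4* (chromosome 11, 53602982 to 53618669) rose from 1.19 ± 0.403 to 16.9 ± 2.99 CPM (3.81 on the log2 scale), and *Zbtb7b* (chromosome 3, 89377644 to 89394776), the gene of the CD4 lineage factor ThPOK, from 8.43 ± 2.96 to 93.1 ± 11.3 CPM (3.46). *Cd4* rose by 1.34 and *Tbx21*, which encodes T-bet, by 1.40 on the log2 scale. *Cd24a* (chromosome 10, 43578284 to 43584265), the surface antigen lost at maturation, fell by 1.03 on the log2 scale, from 172 ± 11.6 to 84.2 ± 7.68 CPM. Among anti-apoptotic genes *Bcl2* (chromosome 1, 106538178 to 106714274) fell by 1.17 on the log2 scale, from 160 ± 12.2 to 70.7 ± 19.6 CPM, while *Bcl2a1b* rose by 3.72 and *Bcl2a1d* by 3.43. The *Bcl2a1* genes are near-identical copies that share reads: 65.6% to 70.9% of the reads of *Bcl2a1b* and 74.0% to 85.5% of those of *Bcl2a1d* were unique, so their single values are uncertain. *Bcl2a1a* had few reads and a log2 fold change of 1.57 (adjusted p = 0.0773, edgeR), and *Bcl2a1c*, with 2 reads in all, was not tested. *Bcl2l1*, the gene of Bcl-XL, had a log2 fold change of 0.03 (SE 0.213, edgeR adjusted p = 0.924), and limma-voom, the replicate block and the TPM values gave it the opposite sign (-0.02, -0.02 and, with a pseudocount of 1 or 0.1, -0.17 or -0.18). *Bmf*, a pro-apoptotic member of the family, fell by 0.78 on the log2 scale. The calls above had edgeR adjusted p values (Benjamini-Hochberg) from 2.2e-05 for *Bcl2a1d* to 0.00486 for *Bcl2*, and those of *Bcl2*, *Bmf* and *Tbx21* ended without at least 1 control library (adjusted p up to 0.0265, 0.0241 and 0.0185).

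**Figure D2:**
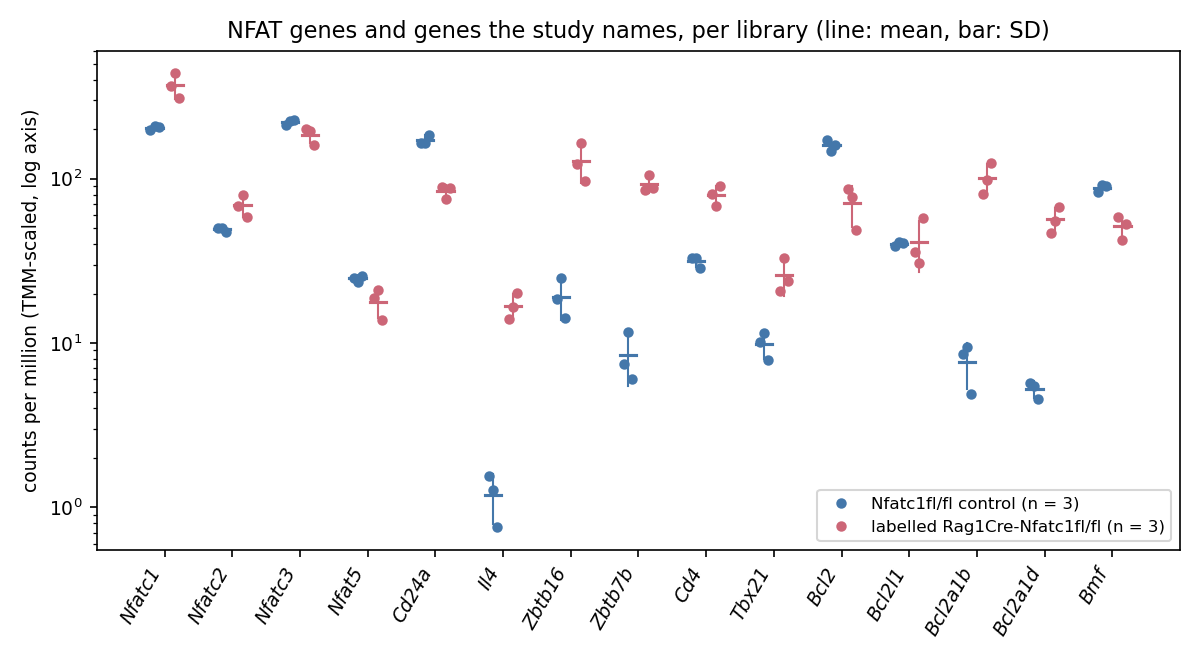
CPM on a log axis for 4 NFAT genes and genes the study named, with 1 point per library, the mean as a line and the SD as a bar, for 3 control libraries (blue) and 3 libraries labelled *Rag1Cre-Nfatc1fl/fl* (red). *Nfatc1* sits at 204 and 371 CPM, and the groups of *Bcl2l1* overlap at 40.2 and 41.2 CPM.

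Of the NKT and NKT γδ effector programme more genes were higher than lower, and most tested genes of immature γδ thymocytes were lower. Of 36 tested members of the NKT list, 16 were higher, 4 lower and 16 did not pass (17 and 5 adjusted over the list alone). Besides *Zbtb16*, *Zbtb7b*, *Il4*, *Cd4* and *Tbx21*, the higher members included *Icos*, a costimulatory receptor, which went from 48.7 ± 8.11 to 578 ± 49.2 CPM (SD, n = 3, log2 fold change 3.57, chromosome 1, 60977927 to 61000320), *Id2*, an inhibitor of E proteins (2.31), *Klrb1a*, an NKR-P1 receptor gene (2.17), *Cxcr6* (1.35) and *Ctsw* (0.94). *Nkg7*, *Stat4*, *Il12rb2* and *Gzma*, genes of type 1 and cytotoxic cells, were the 4 lower members. The median log2 fold change was 0.59 and limma's camera gave an adjusted p of 0.0024 with the preset correlation, which the estimated correlation did not bear out (adjusted p = 0.862 with an estimated correlation). The study named 5 of these genes from the same samples, so the list is not independent evidence of its direction, and without the study's genes the adjusted p of camera was 0.0823. Of 17 tested genes of immature, CD24-high γδ thymocytes, 12 were lower, 2 higher and 3 did not pass, with the same counts adjusted over the list alone. *Tox2* fell by 1.16, the chemokine receptor gene *Ccr9* by 1.02 and *Sox13* by 0.79 on the log2 scale, *Sox4*, *Sox5*, *Themis*, *Ikzf2*, *Tcf7*, *Tcf12*, *Gzma* and *Cpa3* were also lower, and *Cd9* rose by 1.33 beside *Slc29a1*. The list's median was -0.85 (camera adjusted p = 2.39e-05, limma; adjusted p = 0.719 with an estimated correlation), and *Cd24a* in it was picked by the study from these samples, so it too is not independent. In edgeR the NKT list had 11, 13 and 11 higher members and 1 lower each without control replicates 1, 2 and 3, and 14 and 2 without *Rag1Cre-Nfatc1fl/fl* replicate 2, and the immature list had 5, 6 and 6 lower and 1 higher each without the controls, and 8 and 1 without *Rag1Cre-Nfatc1fl/fl* replicate 2. The calls of *Sox13* (edgeR adjusted p up to 0.0109), *Tcf7* (0.0197) and *Tcf12* (0.0388) were lost without at least 1 library, that of *Ctsw* with TPM and a pseudocount of 0.1 (limma adjusted p = 0.0111) and that of *Themis* with the length trend removed (edgeR adjusted p = 0.0133).

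Genes that mark other γδ subsets and other stages went both ways within each list. Of 18 tested genes of IL-17 producing γδ cells, 6 were lower, 2 higher and 10 did not pass (7 and 2 adjusted over the list alone, median log2 fold change -0.41). The scavenger receptor gene *Cd163l1* fell by 0.97 on the log2 scale, and *Rora*, *Il1r1*, *Sox13* and *5830411N06Rik* were among the lower genes, while *Ccr2* rose from 36.4 ± 0.877 to 192 ± 18.2 CPM (SD, n = 3, 2.40 on the log2 scale) beside *Zbtb16*. Among 19 genes of mature or memory-like γδ thymocytes 4 were higher, 5 lower and 10 did not pass (5 and 6 adjusted over the list alone); *Cd7* rose by 0.76, and *Ifngr1* and *Cd27* fell by 1.14 and 0.56 on the log2 scale. Of 22 Notch target and early double-negative genes 1 was higher, *Hhex* with 2.96, and 3 lower, among them *Il2ra* with -1.19 and *Erg* with -1.98, and 18 did not pass (1 and 4 adjusted over the list alone). Among 20 markers of double-positive and αβ thymocytes *Cd4* was higher and 4 were lower, with log2 fold changes of -0.85 for *Themis*, -0.81 for *Endou* and -0.70 for *Mns1*, and 15 did not pass (1 and 5 adjusted over the list alone). In the lists of IL-17, mature and αβ genes the study named *Zbtb16*, *Bcl2* and *Cd4* from these samples. Of 5 ID and E protein genes *Id2* was higher and *Tcf3*, *Tcf4* and *Tcf12* were lower (-0.57, -1.11 and -0.89 on the log2 scale), with the same counts adjusted over the list alone. limma's camera called none of these 5 lists (adjusted p = 0.0642, 0.651, 0.52, 0.314 and 0.387 in the order given; fry gave 0.0462 for the mature list), but it called the IL-17 list without control replicate 2 or *Rag1Cre-Nfatc1fl/fl* replicate 1 (adjusted p = 0.0474 and 0.0206) and the αβ list without *Rag1Cre-Nfatc1fl/fl* replicate 3 (adjusted p = 0.0135). Without control replicates 1, 2 and 3 the lower members fell in number to 0, 1 and 2 for the IL-17 list (3 without *Rag1Cre-Nfatc1fl/fl* replicate 1), 2, 2 and 2 for the mature list, 0, 1 and 0 for the Notch list, 1, 1 and 1 for the αβ list and 1, 1 and 1 for the E protein list, and the higher members of the mature list to 0, 1 and 0, while without *Rag1Cre-Nfatc1fl/fl* replicate 3 the αβ list had 8 lower members and the Notch list 5, and without *Rag1Cre-Nfatc1fl/fl* replicate 2 the mature list had 1 higher and 3 lower, the Notch list 0 lower and the E protein list 1 lower. The calls of *Cd27*, *Cd7*, *Cd163l1*, *Il2ra*, *Erg*, *Endou*, *Mns1*, *Tcf3* and *Tcf12* were lost without at least 1 library (highest edgeR adjusted p = 0.04, for *Erg*), that of *Tcf4* with TPM (limma adjusted p up to 0.0186) and those of *Themis* and *Cd7* with the length trend removed (edgeR adjusted p = 0.0133 and 0.0155).

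TCR signal genes, cytokine genes and homing receptor genes had more higher than lower members. Of 25 genes induced by TCR signals 8 were higher, 3 lower and 14 did not pass (9 and 4 adjusted over the list alone), with *Egr3* (1.49), *Irf4* (1.35) and *Myc* (1.02) higher and the phosphatase gene *Dusp4* (-1.17) lower on the log2 scale. Of 28 TCR complex and proximal signalling genes 2 were higher, *Cd28* (0.97) and *Zap70* (0.59), and 3 lower, among them *Rasgrp1* (-1.28) and *Ubash3a* (-0.96), while 23 did not pass (3 and 3 adjusted over the list alone). Of 22 genes of calcineurin, its regulators and calcium entry, *Rcan3* (0.79) and *Orai1* (0.53) were higher and 20 did not pass, also adjusted over the list alone. Of 17 tested cytokine and chemokine genes 5 were higher, 1 lower and 11 did not pass (5 and 4 adjusted over the list alone): *Il13* rose from 0.931 ± 0.336 to 23.3 ± 3.0 CPM and *Csf1* from 1.06 ± 0.405 to 25.6 ± 6.17 CPM (SD, n = 3), *Lif* and *Tnfsf11* rose as well, and *Il4* in this list was named by the study. Of 25 cytokine receptor genes 5 were higher and 6 lower (7 and 7 adjusted over the list alone, 14 not passing), with *Il27ra* (0.80) and *Il18rap* (1.09) among the first and *Il10ra* (-1.27) and *Ifngr1* (-1.14) among the second. Of 27 chemokine receptor, integrin and egress genes 9 were higher and 5 lower (10 and 7 adjusted over the list alone, 13 not passing), with *Cxcr5* (3.49), *Ccr2* and *Gpr183* (1.48) higher (*Cxcr5* overlaps *Bcl9l* and *Gpr183* overlaps *Ubac2* on the other strand, so both values are uncertain) and *Klf2* and *Cxcr4* lower. Among 14 genes induced by IL-4 and STAT6, *Ccr4* (1.29) and *Irf4* were higher, *Il4ra* (-0.65) and *Rasgrp1* lower and 10 did not pass, with the same counts adjusted over the list alone. Of 9 SLAM receptor and adaptor genes *Slamf6* (0.81) was higher and 8 did not pass, also adjusted over the list alone. Camera of limma called none of these 8 lists, with adjusted p values of 0.23, 0.709, 0.768, 0.387, 0.709, 0.493, 0.898 and 0.867 in the order given, while fry, which does not compare a list with other genes, called the TCR signal, cytokine, homing and SLAM lists (adjusted p = 0.0153, 0.0462, 0.0122 and 0.0122). Fry also called the list of tissue handling genes described below (adjusted p = 0.0182, median log2 fold change 0.5). Whether handling raised the TCR signal genes was not tested. In edgeR, fits without control replicates 1, 2 and 3 gave 4, 5 and 5 higher and 1 lower each for TCR signal genes, 3 higher and 1 lower each for cytokines, 6, 8 and 7 higher and 2 lower each for homing genes, 1, 2 and 1 higher and 2, 3 and 2 lower for cytokine receptors and 1 higher and 2 lower each for TCR complex genes. Without *Rag1Cre-Nfatc1fl/fl* replicate 2 TCR signal genes had 5 higher and 1 lower (5 and 2 without *Rag1Cre-Nfatc1fl/fl* replicate 1), cytokine genes 3 and 1, cytokine receptors 3 and 3 and TCR complex genes 1 and 2. Without *Rag1Cre-Nfatc1fl/fl* replicate 3 cytokine genes had 5 higher and 4 lower members (6 and 4 in DESeq2) and TCR signal genes 9 and 5, and calcineurin genes had 4 higher and SLAM genes 2. With any single one of the other libraries left out, calcineurin genes had 1 higher and IL-4 response genes 1 lower. *Irf4*, *Myc*, *Cd28*, *Ubash3a*, *Rcan3*, *Il27ra* and *Ccr4* lost their calls with both TPM pseudocounts (limma adjusted p up to 0.0186, 0.0202, 0.0226, 0.0126, 0.0266, 0.0278 and 0.0145), and *Rasgrp1* with that of 0.1 (0.0106). Without at least 1 library *Orai1*, *Zap70*, *Il4ra*, *Il18rap* and *Slamf6* lost their calls (edgeR adjusted p up to 0.0394, 0.0249, 0.0302, 0.0141 and 0.0163).

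Genes of apoptosis, cytotoxicity and NK cell receptors changed in both directions. Of 30 tested genes that promote apoptosis *Bax* (0.94), *Fas* (0.93) and *Bbc3* were higher, *Dapk1* (-1.05) and *Bmf* lower and 25 did not pass (4 and 2 adjusted over the list alone). Of 11 anti-apoptotic genes *Bcl2a1b* and *Bcl2a1d* were higher, *Bcl2* lower and 8 did not pass, with the same counts adjusted over the list alone. The study named genes of both lists from these samples, so neither is independent evidence. Of 15 cytotoxic granule and death ligand genes 3 were higher, 3 lower and 9 did not pass (4 and 3 adjusted over the list alone), with *Cst7* (1.18) and *Srgn* (1.06) higher and the perforin gene *Prf1* (-1.26) lower. Of 25 NK cell receptor genes 4 were higher, 2 lower and 19 did not pass (5 and 2 adjusted over the list alone), among them *Cd160* (0.82) and *Klrb1a* higher and *Klra1* and *Tigit* (-1.39) lower. Adjusted p values of camera in limma were 0.91, 0.91, 0.191 and 0.691, so no list of these 4 was called. Without any 1 of the controls edgeR called 0 higher and 1 lower of the genes that promote apoptosis, 2 and 0 of the anti-apoptotic genes and 2 and 1 of the NK cell receptor genes, and the last 2 counts were the same without *Rag1Cre-Nfatc1fl/fl* replicate 2. The calls of *Bax*, *Fas* and *Tigit* ended without at least 1 library (edgeR adjusted p up to 0.0149, 0.0157 and 0.0228), those of *Dapk1*, *Cst7* and *Cd160* with both TPM pseudocounts (limma adjusted p up to 0.0163, 0.0137 and 0.0203) and that of *Klra1* with a pseudocount of 0.1 (0.0107).

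Interferon response genes were called higher as a list by camera with the preset correlation, but not with an estimated correlation or by fry. No single cell cycle gene passed. Of 34 interferon response genes *Ifi27l2a* rose from 26.5 ± 10.4 to 119 ± 35.9 CPM, *Oas3* from 73.1 ± 16.4 to 202 ± 16.3 CPM (SD, n = 3) and *Oas2* by 1.57 on the log2 scale, 31 did not pass, and 4 were higher adjusted over the list alone. The number of higher members was 5, 1 and 1 without control replicates 1, 2 and 3, 2, 2 and 7 without *Rag1Cre-Nfatc1fl/fl* replicates 1, 2 and 3, and 8 in DESeq2. The list's median log2 fold change was 0.44 (limma's camera adjusted p = 9.1e-05, and adjusted p = 0.862 with an estimated correlation and 0.0976 by fry). *Ifi27l2a* and *Oas2* lost their calls without 1 control library or more (edgeR adjusted p up to 0.0141 and 0.0308). Of 17 genes raised by tissue handling and heat shock *Ier3* (2.64) and *Zfp36* (0.55) were higher and 15 did not pass, also adjusted over the list alone, and both calls were lost without any 1 of the controls (edgeR adjusted p up to 0.014 and 0.0479), while 1 was higher without *Rag1Cre-Nfatc1fl/fl* replicate 2 and 4 without *Rag1Cre-Nfatc1fl/fl* replicate 3. For this list limma's camera gave an adjusted p of 0.0542, and 0.0316, 0.0448 and 0.0135 without control replicate 2, *Rag1Cre-Nfatc1fl/fl* replicate 1 and *Rag1Cre-Nfatc1fl/fl* replicate 3, and fry gave 0.0182. With an estimated correlation camera gave it an adjusted p of 0.862. edgeR called 0 of 38 cell cycle genes in either direction, also adjusted over the list alone, with 1 higher and 9 lower at an unadjusted p under 0.05, and DESeq2 and limma-voom likewise called 0. *Stmn1* and *Pcna* had log2 fold changes of -0.33 and -0.08 (adjusted p = 0.0221 and 0.63 in the edgeR test), and camera of limma gave the list an adjusted p of 0.0642. It called the list lower without *Rag1Cre-Nfatc1fl/fl* replicate 3 (adjusted p = 0.0135), with no filter (0.012), with TPM and a pseudocount of 1 or 0.1 (0.00491 or 0.00391) and with the length trend removed (0.0367), and fry gave an adjusted p of 0.0131. With an estimated correlation camera did not call the cell cycle list (adjusted p = 0.719).

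Dendritic cell markers were called higher as a list by camera with the preset correlation, without any single gene passing in the edgeR test. That call was lost with an estimated correlation, by fry and in some fits without a single library. A few markers of B cells and stroma fell, and markers of macrophages stood highest in *Rag1Cre-Nfatc1fl/fl* replicate 3. The summed macrophage and monocyte markers stood at 123, 84.3 and 375 CPM in replicates 1, 2 and 3 and at 134, 48.3 and 41.3 CPM in the controls. Of 15 such genes *Cebpb*, which overlaps the more abundant *Tmem189* on the other strand and is uncertain, rose by 1.33 on the log2 scale and 14 did not pass, also adjusted over the list alone, and *C1qa* had a log2 fold change of 1.69 (adjusted p = 0.145, edgeR) and *C1qc* 1.68. The list's median was 1.58, or 0.54 without replicate 3 (limma's camera adjusted p = 0.0542 over all libraries, and 0.00187, 0.0448 and 0.00138 without control replicate 1, *Rag1Cre-Nfatc1fl/fl* replicate 1 and *Rag1Cre-Nfatc1fl/fl* replicate 2). Over all libraries the macrophage list was not called by camera with an estimated correlation (adjusted p = 0.949) or by fry (0.314). Of 12 dendritic cell markers edgeR called 0, also adjusted over the list alone, with 6 higher at an unadjusted p under 0.05, while DESeq2 called 4 and limma-voom 1 higher. *Cd74* had a log2 fold change of 1.36 (edgeR adjusted p = 0.0395) and *Bst2*, also an interferon response gene, 0.95 (edgeR adjusted p = 0.0105). The median of the dendritic cell list was 0.88 (limma's camera adjusted p = 0.0432, and adjusted p = 0.862 with an estimated correlation and 0.166 by fry), and camera gave adjusted p = 0.063, 0.0765, 0.0682 and 0.129 without control replicate 2, control replicate 3, *Rag1Cre-Nfatc1fl/fl* replicate 1 and *Rag1Cre-Nfatc1fl/fl* replicate 3. Of 7 B cell markers *Ighm* fell by 0.92 and *Cd79b* by 0.71 on the log2 scale, and of 6 markers of thymic epithelium, fibroblasts and endothelium *Epcam* fell by 1.20 and *Pdgfrb* by 1.16, with 5 and 4 not passing and the same counts adjusted over the list alone. Of 9 markers of NK cells and innate lymphoid cells *Calca* (2.46) was higher, 1 was lower and 7 did not pass, also adjusted over the list alone. No test passed by edgeR for 5 erythroid markers (0 called, 1 lower at an unadjusted p under 0.05, 1 lower by DESeq2 and by limma-voom and adjusted over the list alone), and *Hba-a2* and *Hbb-bs* had log2 fold changes of 0.44 and 0.70 that turned negative without replicate 3. The 5 segments of the invariant αβ NKT receptor gave 0 calls by edgeR, adjusted over the list alone, by DESeq2 and by limma-voom, with 1 lower at an unadjusted p under 0.05. *Trbv13-2* had a log2 fold change of -0.41 and *Trbv13-1* 0.63, or -0.44 without replicate 3. The Y-linked genes and *Xist*, 4 tested, gave 0 calls by edgeR and by limma-voom and 1 higher by DESeq2, at an unadjusted p under 0.05 and adjusted over the list alone, with log2 fold changes of 0.54 for *Eif2s3y* and -0.03 for *Ddx3y*. Adjusted p values of limma's camera were 0.709, 0.429, 0.709, 0.867, 0.91 and 0.98 for the B cell, stroma, NK cell, erythroid, NKT receptor and Y-linked lists, and fry called the stroma list (adjusted p = 0.0122). Neutrophil and mast cell markers had too few tested members for a list test, and *Cpa3* among them was lower. Median, mean and camera direction of a list did not all have the same sign for cytokine receptors (median -0.16, mean 0.06, camera down), NK cell markers (-0.49, 0.18, down), B cell markers (0.34, 0.25, down), erythroid markers (0.44, 0.01, down) and NKT receptor segments (0.24, 0.21, down). The positive medians of the last 3 lists rested on *Rag1Cre-Nfatc1fl/fl* replicate 3, without which they were -0.31, -0.55 and -0.44, and those of B cell and erythroid markers were -0.01 and -0.08 without control replicate 2. The same held for calcineurin (-0.08, 0.01, down), IL-4 response (-0.09, 0.05, down), SLAM (-0.04, 0.08, up), anti-apoptotic (-0.11, 0.60, up) and Y-linked genes (-0.08, 0.04, up). Without *Rag1Cre-Nfatc1fl/fl* replicate 3 edgeR also called 1 dendritic cell, 1 stroma and 1 sex-linked gene higher and 1 erythroid gene and 1 NKT receptor segment lower. *Cebpb*, *Cd79b*, *Pdgfrb* and *Calca* lost their calls without at least 1 library (edgeR adjusted p up to 0.0317, 0.0357, 0.0111 and 0.0363).

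**Figure D3:**
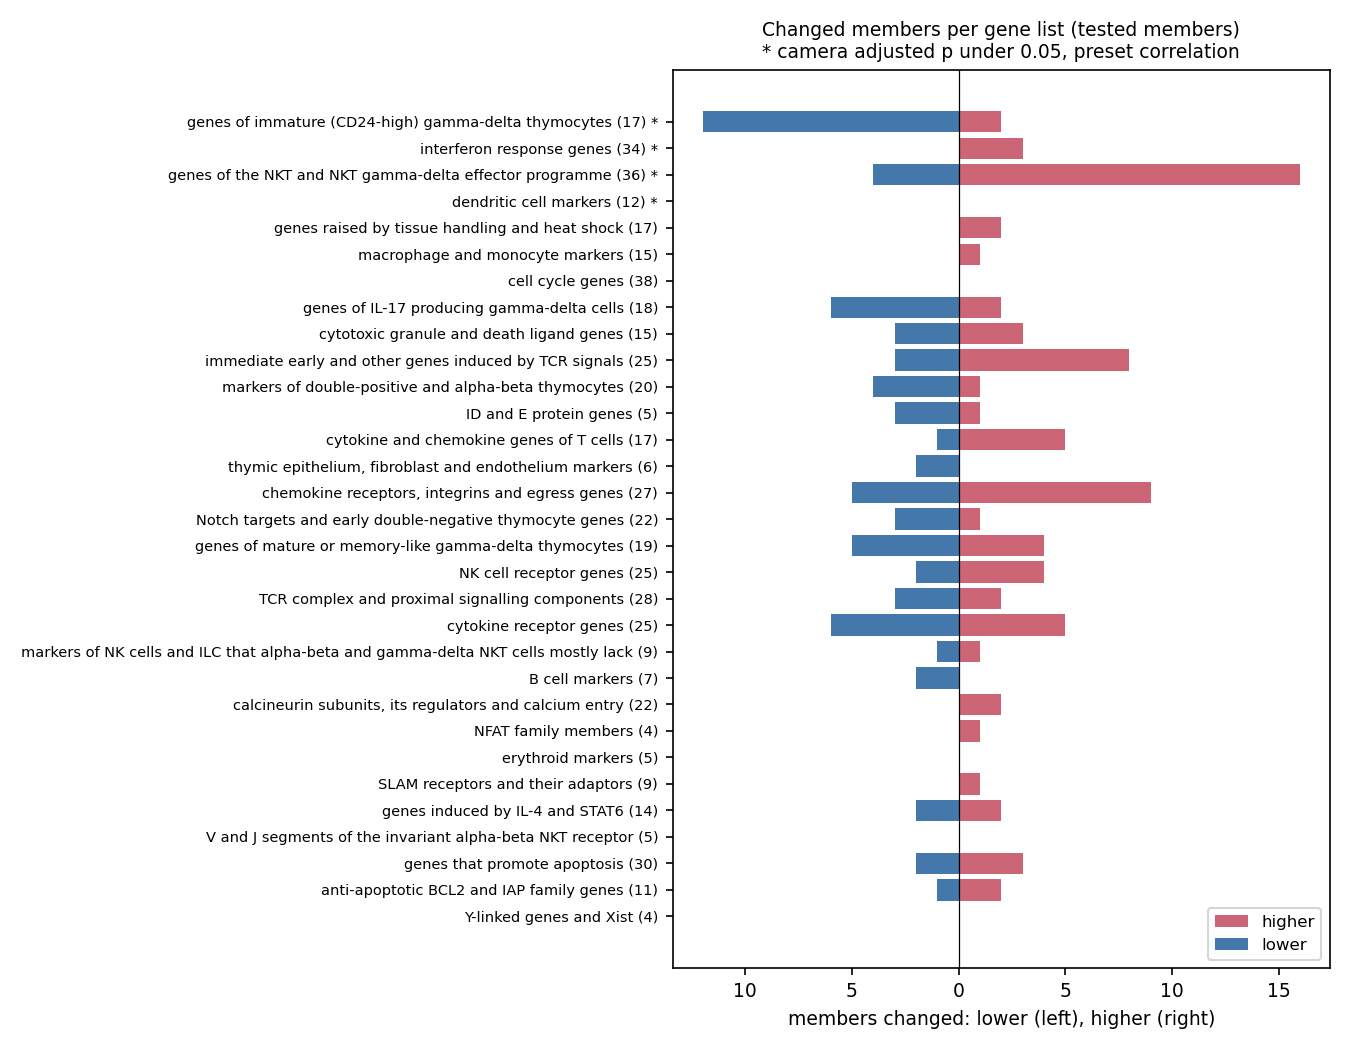
Number of changed members (x axis, lower to the left in blue, higher to the right in red) for each of 31 gene lists, with the number of tested members in brackets and a star where camera with the preset correlation gave an adjusted p under 0.05. The NKT list has 16 higher and 4 lower members and the list of immature γδ thymocytes 12 lower and 2 higher, and with an estimated correlation 0 lists pass.

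The TCR segments of NKT γδ cells took larger shares of the γδ receptor reads in the libraries labelled *Rag1Cre-Nfatc1fl/fl*. *Tcrg-V1* (chromosome 13, 19339989 to 19340454), the Vγ1.1 segment, made up 46.7% ± 3.1 of the γ V segment reads, which came from *Tcrg-V1*, *Trgv2* and *Tcrg-V3* alone, against 34.5% ± 2.3 in the controls. The *Trav15-dv6* family, which holds the Vδ6 segments, made up 69.1% ± 3.4 of the δ V segment reads against 31.5% ± 1.4. Within it *Trav15d-1-dv6d-1* (chromosome 14, 52863299 to 52863936) went from 10.8% ± 1.5 to 56.5% ± 3.4. The ratio of γδ to αβ constant region reads was 1.2 ± 0.25 and 1.3 ± 0.038 (exact permutation p = 0.8, n = 3). In *Rag1Cre-Nfatc1fl/fl* replicates 1, 2 and 3 the ratio was 1.26, 1.41 and 0.923, and in the controls 1.255, 1.324 and 1.32. The lower mean therefore rested on *Rag1Cre-Nfatc1fl/fl* replicate 3, where *Cd8a* (136 CPM) and *Rag1* (130 CPM) were also highest of the 6 libraries. Each of the 3 shares separated the groups without overlap, with a two-sided exact permutation p = 0.1 (SD, n = 3 for each value), and 4 such measures were tested. The γ V segments held 4471 to 6012 reads and the δ V segments 4918 to 6324 per library. Of the family, *Trav15d-1-dv6d-1*, of whose reads 6.41% to 9.13% were unique, and *Trav15d-2-dv6d-2*, with 0 unique reads, share reads with other copies and their values are uncertain, while the reads of *Trav15-1-dv6-1* and *Trav15-2-dv6-2* were 100% unique. From unique reads alone the family's share differed by 11.5 percentage points in place of 37.6 and that of *Trav15d-1-dv6d-1* by 7.68 in place of 45.7, while the unique reads of *Trav15d-1-dv6d-1* went from 53.3 ± 7.6 to 212 ± 26 per library. In the edgeR test *Trav15d-1-dv6d-1* rose by 2.47 on the log2 scale (Benjamini-Hochberg adjusted p = 5.42e-05), while *Trav15d-2-dv6d-2* fell by 0.76 and *Trav15-1-dv6-1* and *Trav15-2-dv6-2* did not pass, with log2 fold changes of -0.52 and -0.54 (adjusted p = 0.0408 and 0.0257), so the larger share of the family rested on *Trav15d-1-dv6d-1*. *Trdv5* (-1.02), *Trdv2-2* (-1.19), *Trdv1* (-1.11), *Trav13-4-dv7* (-1.15), *Trav21-dv12* (-1.15) and the constant regions *Trdc* (-0.80) and *Tcrg-C1* (-0.65) fell in the same test. On the other strand *Trdc* overlaps *Gm43434*, which stood at 1424 and 1353 CPM (log2 fold change -0.07), *Trdv2-2* overlaps *Gm43647* (-1.40) and *Trdv5* overlaps *Trdc*, so their values and the constant region ratio are uncertain. *Tcrg-V1* itself had a log2 fold change of 0.41 (edgeR adjusted p = 0.0399). *Trdv1*, *Trav13-4-dv7*, *Trav21-dv12* and *Trav15d-2-dv6d-2* lost their calls without at least 1 library (edgeR adjusted p up to 0.0196, 0.012, 0.0146 and 0.0303). *Tcrg-V4*, *Tcrg-V5*, *Tcrg-V6* and *Tcrg-V7* were listed at 0 reads in all 6 libraries. Whether these zeros came from the cells, the annotation or the counting was not established, so no upper limit is given, and the share of *Tcrg-V1* would be lower wherever reads of these segments were missed.

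**Figure D4:**
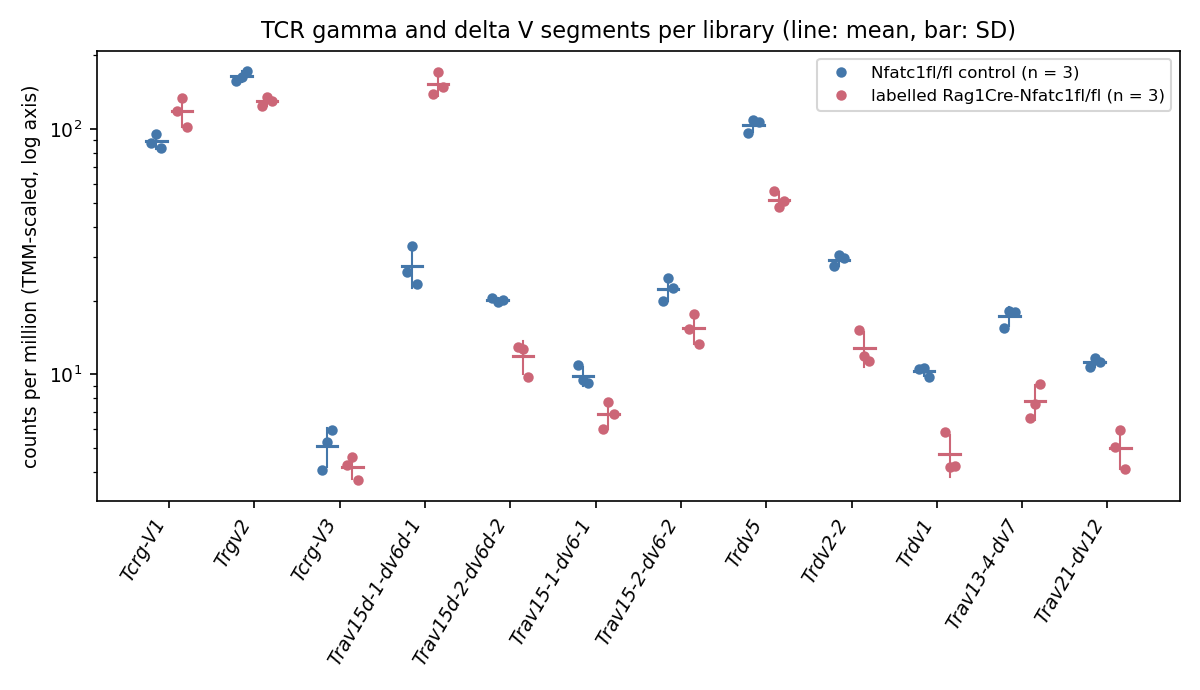
CPM on a log axis for γ and δ V segments, with 1 point per library, the mean as a line and the SD as a bar, for 3 control libraries (blue) and 3 libraries labelled *Rag1Cre-Nfatc1fl/fl* (red). *Trav15d-1-dv6d-1* rises from 27.6 to 153 CPM while *Trdv5*, which overlaps *Trdc* on the other strand, falls from 104 to 51.5 CPM.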

Values the study reported

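In flow cytometry of γδ thymocytes after stimulation, the study reported IL-4 in about 30% of the cells of *Rag1Cre-Nfatc1fl/fl* mice and in about 0.6% of those of *Nfatc1fl/fl* mice, and IFN-γ in about 10% and about 1%. It reported PLZF in 47% and 2.6% and the CD4 co-receptor in 41.7% and 9.05% of the γδ thymocytes of the same genotypes. Among the differentially expressed genes of this RNA-seq comparison, the study gave 903 as direct targets of NFATc1 and 649 as not.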

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

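The tests of the *Nfatc1* counts and the dendritic cell test were chosen only after the result was seen, and the others before it, although levels of single macrophage and MHC class II genes per library and the share of higher genes by transcript length had been seen when the macrophage and length tests were written, and the SD of the controls was taken as the margin of the macrophage sum after its value was seen.

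The genotypes differed at 1316 genes. Against cells carried into *Rag1Cre-Nfatc1fl/fl* replicate 3 alone as the whole cause, 96.3% of these genes kept their direction with an absolute log2 fold change over 0.5 without that library. Only the size counts here, since the groups overlapped at none of the 1316 genes and a direction could hardly turn. Against a trend with transcript length as the whole cause, 88.8% were still changed in the same direction once that trend was removed in each library, although the trend differed between libraries (Spearman's rho of a library's deviation with exon length across genes, which are not independent replicates, was 0.15 to 0.22 in the controls and 0.1, 0.019 and -0.41 in *Rag1Cre-Nfatc1fl/fl* replicates 1, 2 and 3). The other splits gave at most 0 changed genes in edgeR (48 to 375 at an unadjusted p under 0.05, 0 in limma-voom and at most 8 in DESeq2), so 1 of the 10 splits, the real one, gave 1316, and 10 splits are too few for a share under 0.05. The genotype stays open as a biological explanation, together with any difference of animals or preparation that goes with it.

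*Nfatc1* reads were more frequent in the libraries labelled *Rag1Cre-Nfatc1fl/fl*, whereas the study found less *Nfatc1* RNA in other thymocyte subsets of such mice by RT-PCR and described a defect of the gene's expression in isolated γδ thymocytes, the cell type sequenced here, too, for which the primers it lists reach into the deleted exon. Reads shared with another gene are argued against as the cause, since 100% of the *Nfatc1* reads were unique in each library. An exchange of the labels of the 2 groups is argued against by 4 of 4 genes, since *Zbtb16* (2.75), *Il4* (3.81), *Cd4* (1.34) and *Cd24a* (-1.03) changed without overlap between the groups in the direction that flow cytometry of PLZF, IL-4, CD4 and CD24 had in mice of these genotypes. Transcripts that lack exon 3 and are still counted over the rest of the gene cannot be told apart from full ones, since the share of *Nfatc1* exon reads over exon junctions was 34.2% ± 0.99 and 33.2% ± 0.78 and no value per exon was analysed here. A change in the cells that make *Nfatc1*, as a biological explanation, was not tested.

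Markers of macrophages stood highest in *Rag1Cre-Nfatc1fl/fl* replicate 3 and dendritic cell markers were higher as a list by limma's camera with the preset correlation (adjusted p = 0.0432), a call lost with an estimated correlation (0.862), by fry (0.166) and in 4 of 6 fits without a single library (0.063 to 0.129), although the TCRγ/δ isolation should remove such cells. Macrophages carried into every library labelled *Rag1Cre-Nfatc1fl/fl* stay open, but only by a margin set after the value was seen. The lowest sum of their markers there, 84.3 CPM, was above the 48.3 and 41.3 CPM of control replicates 2 and 3. It was below the 134 CPM of control replicate 1 by less than the SD of the controls (52). Without that margin the sums of *Rag1Cre-Nfatc1fl/fl* replicates 1 and 2 (123 and 84.3 CPM) both lie below the highest control. For dendritic cells the lowest sum of *H2-Aa*, *H2-Ab1*, *H2-Eb1* and *Cd74* there was 28.5 CPM beside 27.7 in the highest control, too close to decide, so a few such cells in every library cannot be told apart from higher levels in the γδ thymocytes. For macrophage markers, cells carried into replicate 3 alone stay open too, since their median was 1.58 with and 0.54 without that library. In it *C1qa*, the most abundant macrophage marker there, reached 80.3 CPM. The dendritic cell median moved less, 0.88 with and 0.65 without replicate 3. The dendritic cell list summed to 158.7 and 133.5 CPM in replicates 1 and 2, above the 112.8 of the highest control, replicate 1. Most of each sum was *Bst2*, at 88.35 and 91.31 CPM in replicates 1 and 2 and 65.77 in that control. The sums therefore do not show that other dendritic cell markers were higher in replicates 1 and 2. Camera also lost its call without *Rag1Cre-Nfatc1fl/fl* replicate 3 (adjusted p = 0.129), so replicate 3 alone was not decided for dendritic cell markers. Of these markers *Bst2* also answers to interferon and *Tyrobp* is also an NK cell gene, and a biological explanation was not tested.

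The share of exon reads that cross an exon junction, used above for *Nfatc1* alone, was over all genes 56.2% ± 0.82 in the libraries labelled *Rag1Cre-Nfatc1fl/fl* and 52.4% ± 1.1 in the controls (SD, n = 3, exact permutation p = 0.1), or 54.9% and 53.6% without mitochondrial and ribosomal protein genes.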

How the results depend on the processing

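Total exon reads, lists without the genes the study named and the removal of the length trend were tests chosen after the data were seen. The count of 1316 changed genes stayed within 1.5 times under RLE (1319) and upper-quartile factors (1324), limma-voom (1320), unique reads (1339), total exon reads (1245), TCR and immunoglobulin genes left out (1300), no filter (1703), length trend removed (1441) and a log2 fold change over 1 at an adjusted p under 0.05 (1011). It was 2014 with DESeq2, 3073 at an adjusted p under 0.05 with no fold threshold, 589 and 533 with TPM and a pseudocount of 1 and 0.1, and 488 to 1796 without single libraries (488, 541 and 488 without control replicates 1, 2 and 3, 629 without *Rag1Cre-Nfatc1fl/fl* replicate 2 and 1796 without its replicate 3). The other threshold is that alternative's own construction, and for DESeq2, TPM and the single libraries left out the cause was not tested. Median log2 fold changes of all genes were -0.13 and -0.16 with TPM, so values there are relative to these shifts. Of 98 named genes that changed, 59 were still called without each library in turn. The other 39 lost the call without at least 1, each of them without a control (highest adjusted p = 0.0479, edgeR). The 98 kept their direction in each of these fits, which could hardly fail, since no changed gene overlapped between the groups. Of the 90 with TPM values 37 and 41 lost the call there with a pseudocount of 1 and 0.1 (limma adjusted p up to 0.0857 and 0.0877), among them 11 and 15 of those 59, and without the length trend 5 of 90 lost it (edgeR adjusted p up to 0.0155). The log2 fold change of *Nfatc1* was 0.73 to 0.99 without single libraries and 0.69 and 0.69 with TPM (limma adjusted p = 0.0601 and 0.0654, the highest of its alternatives, of which DESeq2 gave the lowest, 2e-08), and the call was lost with TPM and without each control (highest adjusted p = 0.0209, edgeR). Camera called 4 lists, and 8 without the filter, 7 with each TPM pseudocount, 3 to 6 without single libraries, 10 with fry, which tests whether a list's genes move one way and lost the interferon (adjusted p = 0.0976) and dendritic cell (0.166) calls while adding the mature γδ (0.0462), TCR signal (0.0153), cytokine (0.0462), homing (0.0122), SLAM (0.0122), cell cycle (0.0131), stroma (0.0122) and tissue handling (0.0182) lists, and 0 with an estimated correlation (limma's camera, 2 at an unadjusted p under 0.05). Apart from fry and the estimated correlation, adjusted p values of camera lay between 3.35e-09 and 0.00101 for the list of immature genes, 2.66e-09 and 0.00221 for interferon, 3.35e-09 and 0.0823 for the NKT list and 0.000737 and 0.129 for dendritic cells, whose call also ended with DESeq2 (0.126) and without the length trend (0.0577). Without the filter the IL-17, cell cycle, macrophage and tissue handling lists were called too (0.0252, 0.012, 0.00506 and 0.012), with TPM the last 3, with total exon reads the macrophage list (0.0436), and with DESeq2 the cytokine list (0.0132). Without the study's genes the IL-17 list was called (0.03). *Bcl2l1* changed sign with limma-voom (-0.025), the TPM pseudocounts (-0.17 and -0.18) and between single libraries left out (-0.27 to 0.21), *Ddx3y* without the length trend (0.032) and between libraries left out (-0.084 to 0.066), and so did *Hba-a2* (-0.38 to 0.89), *Hbb-bs* (-0.68 to 1.36) and *Trbv13-1* (-0.44 to 1.03), where each of these 5 genes changed sign without *Rag1Cre-Nfatc1fl/fl* replicate 3, and *Ddx3y* and *Hba-a2* without single controls too, and none of the 5 was called. The difference in the *Trav15-dv6* family share was 11.5 percentage points and that of *Trav15d-1-dv6d-1* 7.68 with unique reads, which leave out reads the copies share, while that of *Tcrg-V1* was 12.5. As parts of all counted reads the 3 were 2.18, 5.16 and 1.24 times the control level.

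Whether the replicate numbers pair the samples was not decided. Deviations of libraries with the same number correlated weakly, with r = 0.026, 0.18 and 0.0055 across genes for replicates 1, 2 and 3. The value of 0.18 was the highest of all pairs, and *Rag1Cre-Nfatc1fl/fl* replicates 1 and 2 each correlated best with the control of their own number. Control replicate 1, however, correlated best with *Rag1Cre-Nfatc1fl/fl* replicate 3 (0.094). With the replicate number as a block 1171 genes changed and 7 lists were called (cell cycle, macrophage and tissue handling genes besides the 4, adjusted p = 0.0287, 0.0287 and 0.00456), *Calca*, *Cd79b*, *Erg*, *Orai1* and *Tigit* were not called, and *Bcl2l1* was at -0.016. The simulation recovered 6.12% of changes of 1.5-fold. It held 12767 unchanged genes and far fewer changed ones than the 1316 called here, which makes its adjusted p stricter. The share of such changes missed in the real comparison is therefore not known, and genes that did not pass may still differ.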

Other observations

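The p53 test was written before the values of its genes were seen, but the pattern behind it and the transcription factor families were picked after the data had been seen.

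Several transcription factor genes changed, in families picked after the data had been seen, for which a test on the same data would be void, so no test of a family is given. Of 4 tested *Sox* genes *Sox13*, *Sox5* (-0.73 on the log2 scale) and *Sox4* (-1.26) fell, and *Sox4* went from 526 ± 34.1 to 220 ± 39.3 CPM (SD, n = 3, edgeR adjusted p = 0.000696). Of 15 forkhead genes *Foxo1* (-0.78), *Foxp1* (-0.73) and *Foxo3* (-0.56) fell, and of 12 Krüppel-like genes *Klf3* (-1.11) and *Klf2* (-0.93), which controls thymic exit, fell and *Klf10* (0.60) rose. *Hoxa7* fell by 1.43 on the log2 scale. The genes named here kept their direction under each scaling. *Nos1*, a nitric oxide synthase, rose from 2.88 ± 0.891 to 82.0 ± 16.0 CPM (edgeR adjusted p = 2.71e-05).

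Ribosomal protein genes had a median log2 fold change of 0.63 over 80 tested genes, and 6 of them were higher. Without *Rag1Cre-Nfatc1fl/fl* replicate 3 the median was 0.43 and 21 were higher, and with the length trend removed it was 0.51 and 17 were higher. The median was 0.63 with RLE and upper-quartile factors and 0.44 with both TPM pseudocounts.

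Passenger DNA of the strain in which the *Rag1* allele was made was tested as a cause of changed genes. Of 65 tested genes within 10 Mb of *Rag1* on chromosome 2, 6 had changed, 9.23% against 9.98% of genes elsewhere (Fisher's exact p = 1), which argues against it as a cause of many calls.

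*Cdkn2a*, which encodes a stabiliser of p53, rose from 0.305 ± 0.146 to 10.1 ± 2.52 CPM (SD, n = 3, log2 fold change 5.02, edgeR adjusted p = 9.31e-05), and *Bax*, *Bbc3* and *Fas*, genes that p53 induces, were higher as well. A wider rise of p53 target genes was proposed as a hypothesis and tested on 25 other targets, of which 7 were higher (*Phlda3*, *Zmat3*, *Plk3*, *Sesn2*, *Perp*, *Ccng1* and *Plk2*). Their median log2 fold change was 0.32 and limma's camera gave p = 0.00164, or p = 0.0106 without *Rag1Cre-Nfatc1fl/fl* replicate 3, but p = 0.182 with an estimated correlation. These values are in line with a modest rise of p53 targets, which may come from cells of another stage as well as from p53 activity, and these were not told apart.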
